A study of Drosophila melanogaster with 19 samples. Its data were reported in "The Clock:Cycle complex is a major transcriptional regulator of Drosophila photoreceptors that protects the eye from retinal degeneration and oxidative stress" (2022).

How the data were processed

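Nuclear RNA was measured by RNA-seq in outer photoreceptors of male *Drosophila melanogaster*. The nuclei carried a green fluorescent protein tag on the nuclear membrane (GFP KASH) driven by the promoter of Rhodopsin 1, the visual pigment gene *ninaE* of the outer photoreceptors, and were pulled out of head lysates with an antibody. Libraries were prepared with the Ovation SoLo kit. The labels place 19 libraries in 7 groups: 3 libraries each at day 20 (D20), 30 (D30), 40 (D40), 50 (D50) and 60 (D60) after eclosion, and 2 libraries each from flies labelled LD (light:dark cycle) and DD (constant darkness). Replicate numbers were taken from the sample titles. The labels give no age for the LD and DD libraries. The headings of their count columns read day 10, but their sample titles do not, so their age is uncertain. A day 10 group of the age series was not analysed here.

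The authors deposited raw counts per gene in 2 tables, with no normalization. One table held the 12 libraries of D30 to D60, and the other held the 7 libraries of D20, LD and DD. The methods of the study name the gene counting mode of the STAR aligner as the source of the raw counts in a transcription factor analysis, and refer to earlier publications for the RNA-seq analysis, which were not used here. The strand setting, the annotation release and the handling of PCR duplicates behind the deposited counts are thus not known here, so counts of genes that overlap another gene are uncertain, and duplicated reads may be counted more than once. Both tables listed the same 13929 genes, and every count column was matched to a labelled sample. Of these genes, 13866 were matched by identifier to a symbol and a position in the Ensembl annotation of the BDGP6 assembly (release 115), which has the coordinates of dm6.

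Differential expression was tested on the deposited counts with the quasi-likelihood F-test of edgeR (version 4.0.16, R version 4.3.3), with TMM normalization and the default expression filter of edgeR (minimum count 10, minimum total 15) applied to the groups fitted. Each pairwise comparison was fitted on its own groups with no other covariate. D40, D50 and D60 were each compared with D30, D30 with D20 across the 2 tables, and DD with LD. A slope on age was fitted over the 12 libraries of D30 to D60 and is given per 10 days. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called, and all tests were two-sided. Standard errors of log2 fold changes were taken as the size of the change divided by the square root of F. Counts scaled to library size (CPM) used TMM factors computed within each table, so levels in different tables are not on one tested scale.

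The gene sets, written down before the data were examined, were tested with camera in limma (version 3.58.1, inter-gene correlation 0.01): 7 core clock genes, 29 phototransduction genes, 86 cytosolic ribosomal protein genes and 25 heat shock protein genes. Their p-values were adjusted over the 4 sets of a comparison. Principal components and correlations between replicates were computed on log2 CPM with a prior count of 2. The genes named for D60 against D30 and for DD against LD were the 5 with the largest increase and the 5 with the largest decrease among those with an adjusted p-value under 0.05, a mean of at least 50 counts per library and no overlap of CPM between the groups. The core clock genes were named in addition.

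The alternatives listed before the data were examined were DESeq2 (version 1.42.0), RLE size factors, library size alone, no filter, a filter of at least 10 counts in every library, a fold change over 1.5, the replicate number as a block, a fit sharing all samples, fry in place of camera, and leaving out each library in turn. The replicate number of the titles was the only source for a pairing of libraries, and each replicate was a separate pool of flies. Offsets for gene length, their combination with the block, a fit without both replicate 1 libraries and the components without each library were added after the data were seen.

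The procedures were tested on counts simulated from the means, library sizes and trended dispersions of the real libraries, so that genes of like expression had the same spread, with 200 genes changed by 2 on the log2 scale. For D60 against D30, edgeR recovered 93.0% of the changed genes among 4068 genes, and 6.53% of its calls were false. The slope on age recovered 85.0% among 4745 genes. For DD against LD, 25.5% were recovered among 8003 genes. Over 6 further simulations of DD against LD with 8003 genes each, the share of false calls lay between 0 and 10.7% for edgeR and between 60.0 and 72.8% for DESeq2. A simulated set of 66 genes raised by 0.6 among 4068 genes was found, with a recovered median of 0.47. In 20 simulations of 4068 genes with no change, the percentile of the ribosomal protein genes among matched random lists fell outside the central 95% in 2, with a median of at most 0.13 in size.

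Agreement between replicates was also computed after each library was drawn down once to 600000 counts, and the biological coefficient of variation within each group was then estimated with edgeR over genes with a mean of at least 10 counts in that group. Totals ran from 629634 to 864536 counts per library at D30 to D60, from 4525799 to 5100377 at D20, and from 16255052 to 19704692 in LD and DD. The smallest share that 3 counts can show was 3.47 to 4.76 CPM at D30 to D60 and 0.152 to 0.663 CPM in the other table. These floors cover counting error only, since reads that were not reduced to single molecules are not independent. Tables were joined with pandas (version 2.3.3) and numpy (version 2.4.6) in Python (version 3.11.15). Content of G and C bases was not used here.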

Results

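To follow the transcriptome of aging photoreceptors, nuclear RNA of outer photoreceptors was profiled at 5 ages, and flies kept in constant darkness were profiled beside flies kept in a light:dark cycle. Each age had 3 libraries, and LD and DD had 2 each. The libraries of D30 to D60 held 629634 to 864536 counts and 8530 to 9827 genes with at least 1 count. The D20 libraries held 4525799 to 5100377 counts and 9970 to 11100 genes. The LD and DD libraries were the deepest, with 16255052 to 19704692 counts, and had 6002 to 8635 genes with counts. *Ank2* took the largest share of counts in each library of D30 to D60, with 7.41% ± 2.61 (SD, n = 3) at D30 and 7.74% ± 0.170 (SD, n = 3) at D60. At D20 the gene with the most counts was *norpA*, at 2.20% ± 0.108 (SD, n = 3).

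Agreement between replicates was measured by Pearson's r across genes, which are not independent replicates, so no p-value is given. The lowest r between libraries of one group was 0.942 at D30, 0.947 at D40, 0.947 at D50, 0.973 at D60 and 0.972 at D20. It was 0.746 for the 2 LD libraries and 0.862 for the 2 DD libraries. A chi-square of the counts of 2 replicates, divided by its degrees of freedom, is 1 under sampling noise alone. It was 1.21 to 1.29 between the D60 libraries, 1.59 between D30 replicates 2 and 3, and 10.6 and 11.6 between D30 replicate 1 and the other D30 replicates. It reached 51.2 between the DD libraries and 208.8 between the LD libraries. This statistic grows with depth. With each library drawn down to 600000 counts, it was 3.30 between the DD libraries and 9.92 between the LD libraries, and at most 2.73 at D20, 11.02 at D30, 9.28 at D40, 8.05 at D50 and 1.25 at D60. No pair came down to sampling noise, and all libraries were kept as separate replicates. Among genes with at least 50 counts in either LD library, 2152 of 7742 (27.8%) had no count in the other. The same held for 523 of 7499 genes (6.97%) in DD and for 0 genes in each pair of libraries of every age group, at lower depth. At the equal depth of 600000 counts it held for 3 of 2137 genes (0.140%) in LD and for 0 in DD. The same cut of 50 counts keeps only more abundant genes at lower depth. These shares are thus of other genes, and do not show that depth accounts for the 27.8%.

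Principal components were computed over 4745 genes in the 12 libraries of D30 to D60. PC1 held 34.2% of the variance and PC2 15.003%. The share of PC1 moved most, to 50.1%, when only the 500 most variable genes were used. The mean PC1 score rose from -20.7 ± 5.78 (SD, n = 3) at D30 to -11.0 ± 1.80 at D40, 6.38 ± 3.09 at D50 and 25.3 ± 0.548 at D60. The gaps between neighbouring ages were larger than the SD of either group. PC2 set D30 replicate 1, with a score of 26.8, and D40 replicate 1, with a score of 17.3, apart from the other libraries, which lay between -14.0 and 4.76.

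**Figure D1:**
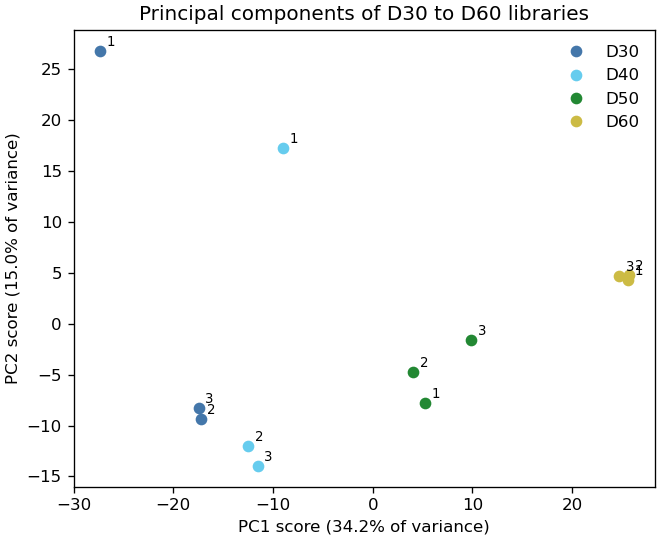
Scores of the 12 libraries of D30 to D60 on PC1 (x axis, 34.2% of the variance) and PC2 (y axis, 15.003% of the variance), with each point a library, coloured by age and numbered by replicate. The ages follow each other along PC1 from -20.7 on average at D30 to 25.3 at D60, and replicate 1 of D30 and of D40 lies apart on PC2.

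To ask when expression departs from that of D30, each later age was compared with D30. At D40, 1 of 4209 genes passed the threshold, and it was higher, while 282 genes had an unadjusted p-value under 0.05. With the replicate number as a block, 29 genes passed (20 higher and 9 lower). Libraries of the same number deviated together in this comparison, with a mean correlation of 0.182 between their deviations from the group means, against -0.0818 for libraries of different numbers. At D50, 57 of 4179 genes passed, of which 49 were higher and 8 lower. At D60, 960 of 4068 genes (23.6%) passed, of which 526 were higher and 434 lower, and 720 of them changed more than 1.5-fold. Leaving out a library moved the D60 count most, from 612 genes without D60 replicate 2 to 1492 without D30 replicate 1. Of the 57 genes at D50, 53 also passed at D60, all in the same direction. Both comparisons use the same D30 libraries, which favours like directions.

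A slope on age was fitted over all 12 libraries to find genes that change steadily from D30 to D60. Of 4745 genes, 896 had a slope past the threshold, with 501 rising and 395 falling. There were 774 genes that passed both this test and the comparison of D60 with D30, all in the same direction. Both use the same D30 and D60 libraries, so the like direction is no independent support. An F-test for any difference among the 4 ages called 559 genes.

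The comparison of D30 with D20 joined the 2 tables, so age and table cannot be told apart in it. Of 6380 genes, 1355 passed, of which 750 were higher and 605 lower at D30. Of these, 410 also passed in D60 against D30, and 207 of the 410 changed in opposite directions in the 2 comparisons. The same D30 libraries enter these comparisons on opposite sides, which favours opposite directions.

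**Figure D2:**
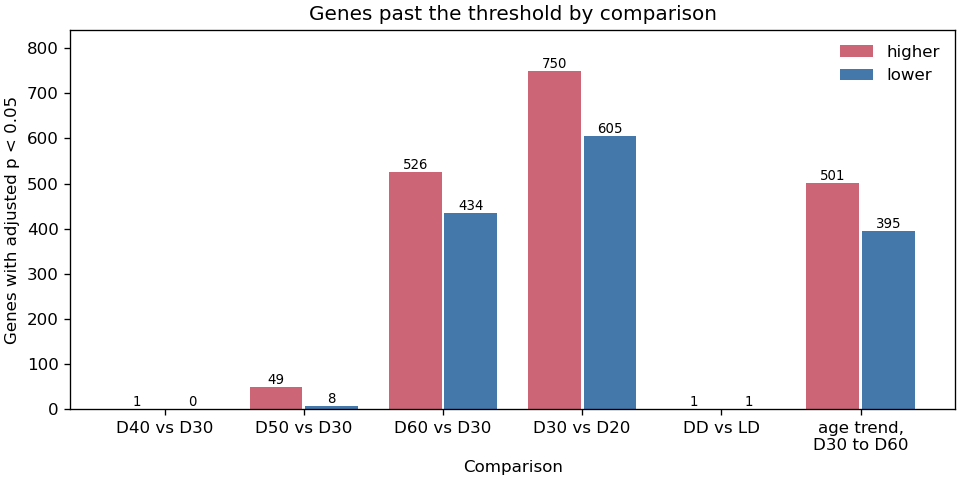
Number of genes with an adjusted p-value under 0.05 (y axis) that were higher or lower (bars) in each comparison (x axis), in the group named first or with rising age. D60 against D30 had 526 higher and 434 lower genes, and D40 against D30 and DD against LD had 1 and 2 genes in all.

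The genes with the largest changes at D60 are given here with positions in BDGP6, the assembly with dm6 coordinates. All are annotated as protein coding. *Mettl3* (FBgn0039139, 3R, 24032157 to 24034257) rose from 17.7 ± 8.49 CPM (SD, n = 3) at D30 to 303.1 ± 9.59 CPM at D60, a log2 fold change of 4.07 ± 0.22 (SE) with an edgeR adjusted p of 6.35e-07. *dbr* (FBgn0067779, 2L, 66482 to 71390) reached the highest level of the 5 rising genes named here, from 227.6 ± 100.5 CPM (SD, n = 3) to 2443 ± 83.2 CPM, a log2 fold change of 3.43 ± 0.25 (SE) with an edgeR adjusted p of 3.23e-06. *CG31286* (FBgn0051286, 3R, 6641232 to 6643346), *Ac78C* (FBgn0024150, 3L, 21136447 to 21171930) and *Cdc6* (FBgn0035918, 3L, 8631509 to 8634069) rose by log2 fold changes of 3.72, 3.68 and 3.64. The largest decrease was that of *Achl* (FBgn0033936, 2R, 14420324 to 14424764), from 716.1 ± 176.8 CPM (SD, n = 3) to 134.6 ± 3.58 CPM, a log2 fold change of -2.39 ± 0.17 (SE) with an edgeR adjusted p of 3.15e-06. *tinc* (FBgn0261649, 3R, 17811541 to 17872507), *shakB* (FBgn0085387, X, 20761071 to 20927050), *app* (FBgn0260941, 3L, 12206238 to 12266841) and *CG10077* (FBgn0035720, 3L, 6949491 to 6955904) changed by log2 fold changes of -2.02, -1.93, -1.79 and -1.57. Each of these 10 genes passed the threshold in all 6 fits that left out a library. Other annotated genes or transposons overlap *CG31286*, *Ac78C*, *Cdc6*, *dbr*, *tinc*, *shakB* and *app*, so their counts are uncertain to that extent.

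The core clock genes answer whether the circadian clock components differ with age. *Clk* and *cyc* encode the activators, and *per*, *tim*, *vri*, *Pdp1* and *cwo* are genes that the activators turn on. As a set they were higher at D60 than at D30, with a median log2 fold change of 1.49 over 6 tested genes and a camera adjusted p of 2.50e-08. Leaving out D60 replicate 3 moved this median most, to 1.31. All 6 passed the threshold, both over all genes and when adjusted over the list alone. *per* (FBgn0003068, X, 2685580 to 2692780) rose from 62.4 ± 16.2 CPM (SD, n = 3) to 365.2 ± 26.9 CPM, with a log2 fold change of 2.55 ± 0.17 (SE) and an edgeR adjusted p of 1.67e-06. It was also the 1 gene that passed at D40, with a log2 fold change of 1.88 ± 0.22 (SE) and an edgeR adjusted p of 0.0113. *cwo* (FBgn0259938, 3R, 10388258 to 10400752), *tim* (FBgn0014396, 2L, 3493986 to 3508119), *vri* (FBgn0016076, 2L, 5288944 to 5311223) and *Pdp1* (FBgn0016694, 3L, 7811458 to 7867369) rose by log2 fold changes of 1.83, 1.62, 1.36 and 0.64. *Clk* (FBgn0023076, 3L, 7763233 to 7775603) went the other way, from 570.9 ± 44.5 CPM (SD, n = 3) to 364.2 ± 33.2 CPM, with a log2 fold change of -0.63 ± 0.11 (SE) and an edgeR adjusted p of 0.00196. *cyc* (FBgn0023094, 3L, 19813770 to 19815938) had 7 to 19 counts per library in these groups and was removed by the filter. Other annotated genes overlap *per*, *tim*, *vri* and *Clk*.

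The D20 libraries differed far more from D30 in these genes. *tim* stood at 14491 ± 394.6 CPM (SD, n = 3) at D20 and at 319.3 ± 50.5 CPM at D30, levels that were normalised within separate tables. In the joined fit the log2 fold changes from D20 to D30 were -5.40 for *tim*, -4.32 for *cwo*, -4.30 for *vri*, -4.27 for *per* and -3.04 for *Pdp1*, with edgeR adjusted p of at most 8.08e-09. *Clk* had a log2 fold change of 3.44 ± 0.12 (SE) with an edgeR adjusted p of 4.39e-10.

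**Figure D3:**
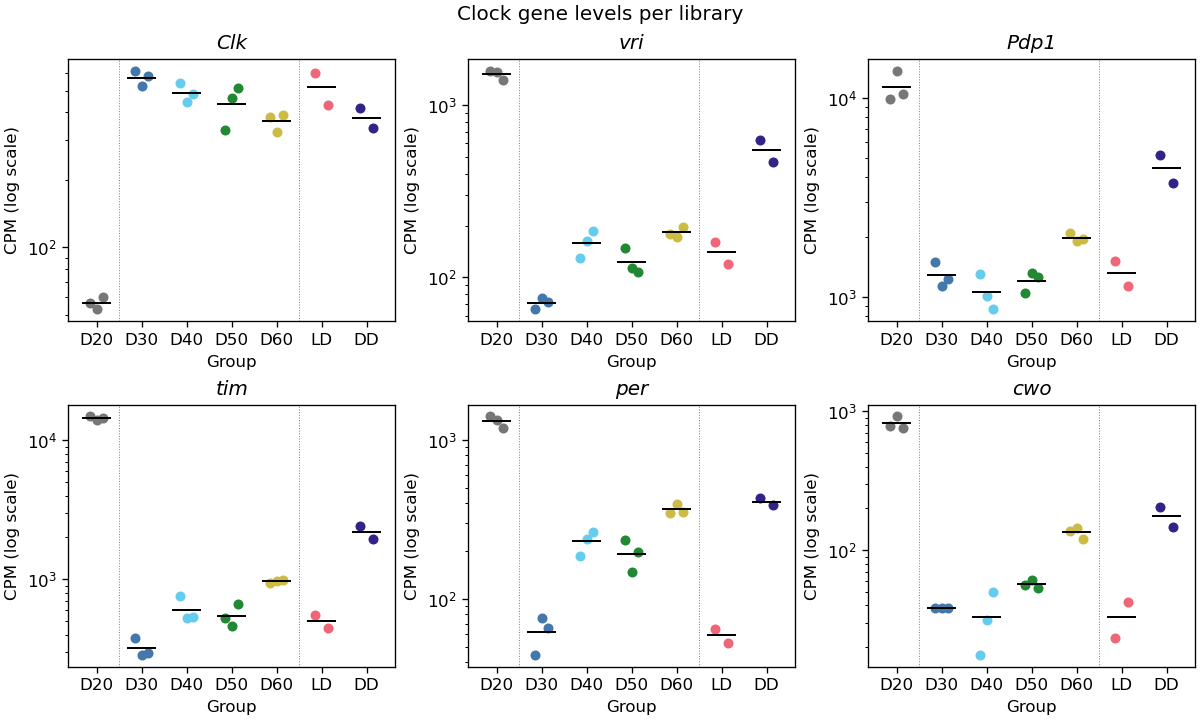
Levels of *Clk*, *vri*, *Pdp1*, *tim*, *per* and *cwo* in CPM (y axes, log scale) by group (x axes), with each point a library and each short line the group mean; the D20, LD and DD libraries were normalised in another table than D30 to D60. *per* stands at 1312 CPM on average at D20, 62.4 at D30 and 365.2 at D60, and at 58.9 in LD and 409.2 in DD.

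Of the other sets, cytosolic ribosomal protein genes were higher at D60 than at D30. Their median log2 fold change was 0.62, 62 of the 66 tested genes were higher, and the camera adjusted p was 4.03e-05. Of these genes, 19 passed over all genes and 22 when adjusted over the list alone. Offsets for gene length moved the median most, to 0.40, with a camera adjusted p of 0.00757, where the alternatives together ranged from 1.05e-05 to 0.00757. Phototransduction genes had a median log2 fold change of -0.21 over 28 genes and a camera adjusted p of 0.214, while 12 of them passed singly, 5 of which were higher. Heat shock protein genes had a median of -0.19 over 14 genes and a camera adjusted p of 0.510.

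Flies in constant darkness were compared with flies in the light:dark cycle to ask which genes depend on light. With 2 libraries per group and a biological coefficient of variation of 1.17, 2 of 8003 genes passed, and 675 genes had an unadjusted p-value under 0.05. DESeq2 moved this count most, to 816 genes. On simulated counts of this design it made 175 to 224 calls, 60.0 to 72.8% of them false. *per* rose from 58.9 ± 8.42 CPM (SD, n = 2) in LD to 409.2 ± 30.1 CPM in DD, with a log2 fold change of 2.78 ± 0.20 (SE) and an edgeR adjusted p of 0.0439. *fred* (FBgn0051774, 2L, 3902928 to 3991713), which overlaps other annotated genes, fell from 291.0 ± 16.0 CPM (SD, n = 2) to 43.4 ± 1.43 CPM, with a log2 fold change of -2.77 ± 0.20 (SE) and an edgeR adjusted p of 0.0439. Over all genes, *cwo*, *tim*, *vri* and *Pdp1* did not pass, with log2 fold changes of 2.40, 2.10, 1.96 and 1.74 and edgeR adjusted p of 0.127, 0.0668, 0.0811 and 0.106. With library size alone *tim* passed, and all 4 of these genes did with DESeq2 and with the replicate number as a block. Same-numbered libraries did not deviate together here, with a mean correlation of -0.0456. With 4 libraries the block also leaves few degrees of freedom to estimate the spread. The calls with DESeq2 or with the block are thus not firmer results. *Clk* had a log2 fold change of -0.46 ± 0.22 (SE) and *cyc* one of 0.03 ± 0.56 (SE), neither of which passed. When adjusted over the list alone, 5 of the 7 clock genes passed.

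As sets, the core clock genes were higher in DD than in LD, with a median log2 fold change of 1.96 over 7 genes and a camera adjusted p of 1.38e-09. Phototransduction genes were also higher, with a median of 0.49, 27 of 29 genes higher and a camera adjusted p of 2.77e-10. With fry in place of camera, the adjusted p was far weaker, at 0.0318 for the clock genes and 0.0318 for the phototransduction genes. None of the 29 phototransduction genes passed over all genes, and 7 did when adjusted over the list alone. Whether the LD and DD pull-downs held the same share of photoreceptor nuclei was not tested. With library size alone the median of all genes moved from 0.06 to -0.21, and that of the phototransduction genes stayed above it at 0.24. The ribosomal protein genes, with a median of -0.01 and a camera adjusted p of 0.128, and the heat shock protein genes, with a median of 0.01 and a camera adjusted p of 0.651, showed no difference that passed the threshold.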

Values the study reported

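In the study's own analysis, 48.3% of the variation in RNA-seq separated the samples by age, and Pearson correlations between biological replicates exceeded 0.91. Among genes that differed between day 10 and any later age, the study described 1412 with progressive increases and 982 with progressive decreases.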

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

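For D60 against D30, the counts from all planned settings with the full set of libraries lay between 647 with DESeq2 and 1188 with no filter, and 594 and 873 of these genes were among the 960. Leaving out a library gave 612 to 1492 genes over 6 fits. The slope on age gave 602 to 986 genes over the 12 fits that each left out a library, 559 genes under the test for any difference among the ages, and 1951 when D20 was joined from the other table, and for these differences the cause was not tested. D30 against D20 gave 894 to 1769 genes over 6 fits without a library. With no filter, 44.3% of its calls were higher at D30, against 55.4% with the filter.

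The smaller counts depended on the setting. D40 against D30 gave 7 genes with DESeq2, 62 with no filter, 29 with the replicate block, 34 with the replicate block and length offsets, 8 when all ages shared a fit, and 0 to 15 over the 6 fits without a library. The 4 fits with 0 genes had 171 to 259 genes at an unadjusted p-value under 0.05. D50 against D30 gave 233 genes with no filter, 151 when all ages shared a fit, and 21 to 78 over the fits without a library. DD against LD gave 816 genes with DESeq2, 279 with no filter, 279 when D20 shared the fit, 326 with the replicate block, 109 with at least 10 counts in every library, 9 with library size alone (3 higher and 6 lower), 15 with the replicate block and length offsets, and 0 with length offsets alone, where 507 genes had an unadjusted p-value under 0.05. In each of these settings but the length offsets alone, both of the 2 genes were called. On simulated counts of this design DESeq2 made 175 to 224 calls, 60.0 to 72.8% of them false, so its larger count is not a firmer result. Those calls are fewer than 816, so the simulation does not account for that count. The replicate block made 45 to 61 calls there, 3.51 to 15.3% of them false, against 32 to 56 calls without it, so the simulation does not account for the 326 genes. It gave genes of like expression the same spread, and libraries that depart from that were not simulated. For the other settings the cause was not tested.

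Same-numbered libraries are different pools of flies, and outside D40 against D30 the mean correlation of their deviations was within 0.1 of 0: 0.0176 for D50, -0.00314 for D60, 0.00670 for D30 against D20, -0.0456 for DD against LD and 0.0137 for the slope. With the replicate block the counts were 53 at D50, 914 at D60, 1154 for D30 against D20 and 869 for the slope. The block gave set medians of 1.496 for clock, -0.20 for phototransduction, 0.63 for ribosomal protein and -0.19 for heat shock protein genes at D60, and of 1.95, 0.52, 0.0157 and 0.0382 in DD.

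The increase of clock genes at D60 kept its direction and side of the threshold in all settings with a set value. Its medians were 1.31 to 1.56, with camera or fry adjusted p from 2.87e-09 to 3.06e-05. The same held for the ribosomal protein genes at D60 (medians of 0.40 to 0.67). In the settings with a test it also held for the clock (1.69 to 1.97) and phototransduction genes (0.24 to 0.52) in DD. Adjusted p there was at most 0.0318 by camera or fry. Set values were not recorded with DESeq2, no filter, a shared fit or without both replicate 1 libraries. In DD they were also not recorded with length offsets. The ranges and largest moves given for the sets leave those settings out. Heat shock protein genes at D60 ranged from -0.26 to -0.12 without a library, and passed the threshold only without D30 replicate 1. In DD against LD the ribosomal protein genes reached -0.27 with library size alone, with a camera adjusted p of 0.0102 in a range of 0.0102 to 0.957 over the alternatives, and turned to 0.0157 with the replicate block. The heat shock protein genes turned to -0.00853 with RLE factors and to -0.26 with library size alone. Library size alone moves the median of all genes to -0.21, from 0.06, a shift as large as those of both sets with that scaling. For the RLE factors, the block and D30 replicate 1 the cause was not tested.

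Leaving out an LD or DD library leaves a single library in its group, so counts were not computed and values have no test. Medians then ran from 1.74 to 2.15 for clock, 0.48 to 0.56 for phototransduction, -0.21 to 0.28 for ribosomal protein and -0.28 to 0.89 for heat shock protein genes. *cyc* in DD against LD turned to -0.25 with library size alone, and ran from -0.28 to 0.42 without a library. Among the other named genes, 9 results in DD against LD came to pass the threshold: *vri*, *Pdp1*, *tim* and *cwo* with DESeq2 and with the replicate block, and *tim* with library size alone. *per* and *fred* in DD against LD no longer passed with length offsets alone, and *per* in D40 against D30 no longer passed in the 4 fits with 0 genes. The share of PC1 was 50.1% over the 500 most variable genes, 40.1% over 15 libraries with D20, and 30.3 to 36.5% without a library. Over all genes with a count, the lowest r between replicates was 0.957 at D50, 0.967 at D60, 0.966 at D20, 0.806 in LD and 0.909 in DD.

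Depth limits the ages from D30 to D60 to the 4068 to 4745 genes that passed the filter, and the spread of the LD and DD libraries limits their comparison. Length offsets, alone or with the block, the fit without both replicate 1 libraries (1315 genes at D60) and the components without a library were chosen after the data were seen.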

Other observations

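The tests of the clock target genes against matched lists, of the direction of *Clk*, of the depth of replicate 1, of gene length between D60 and D30, and of the LD and DD libraries were chosen, or their reading was settled, after the results they bear on had been seen. The others were written down before their results were computed.

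In each of the 4 pairwise comparisons of ages, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs gave as many genes, and that was the real split. The other 6 of the 10 splits keep libraries of the same number together more often, and gave 0 genes. The splits other than the real one had from 41 to 398 genes with an unadjusted p-value under 0.05 for D40 against D30, 70 to 235 for D50, 43 to 145 for D60 and 35 to 242 for D30 against D20. The real splits had 282, 616, 1456 and 2136 such genes, in the same order. For D40 against D30, the splits with 398 and 359 genes exceeded the real one, and both keep same-numbered libraries together more often. With 4 splits that part all 3 same-numbered pairs, the share of splits with as many genes cannot fall under 0.05. For the slope on age, 1 of 100 assignments of the ages within replicate numbers, the real one, gave as many genes, and the most in any other was 540.

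The study reported more genes with progressive change than the slope on age called. Here 501 genes rose and 395 fell. Those are lower than the values quoted from the study above. The day 10 libraries were not used here, and the statistics differ.

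The clock genes of the D20 libraries stand in another state than those of D30 to D60. The 5 target genes *vri*, *Pdp1*, *tim*, *per* and *cwo* had a median log2 fold change of -4.30 from D20 to D30. This was at percentile 0 of 10000 random lists of like expression, so a general difference between the 2 count tables does not account for it. *Clk* changed opposite to all 5 targets, with a log2 fold change of 3.44. The labels give the same collection hour for all ages. A candidate explanation is that the clocks of the D20 flies stood at another phase in spite of this. A difference of D20 in age, rearing or library batch that acts on the clock cannot be told apart from that. D20 has no libraries in the other table. In LD, of the same table as D20, *per* was at 58.9 CPM, *tim* at 501.6 and *Clk* at 515.9. At D20 they were at 1312, 14491 and 56.5. *vri*, *Pdp1* and *cwo* were also lower in LD than at D20. These levels argue against a cause shared by all libraries of that table.

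The same 5 genes were higher at D60 than at D30. At D40 and D50, *per*, *tim* and *vri* were also higher than at D30, but only *per* passed the threshold. *Pdp1* had log2 fold changes of -0.27 at D40 and -0.06 at D50, and *cwo* of -0.20 and 0.60. At D60 the median log2 fold change of the 5 genes was 1.62. This was at percentile 99.99 of matched lists, so genes of like expression did not rise in general. The replicate 1 libraries do not account for it, since without them each target gene kept at least 0.942 of its change. If the increase were of the same kind as the difference between LD and DD, other genes that changed at D60 may be expected to change alike in DD. Whether LD and DD differ in clock phase was not tested, so this comparison does not test a shift of phase as such. Over 924 such genes, clock genes left out, Spearman's rho across genes was 0.0165 between the 2 changes, and reached 0.214 in size in the other 2 splits of the 4 LD and DD libraries, so a weak likeness would not show. Genes are not independent replicates, so no p-value is given. Across these genes as a whole no such likeness was seen. Of the genes that passed in DD against LD, both also passed at D60 in the same direction, *per* and *fred*, and *fred* is not a clock gene. It fell from 140.0 ± 73.5 CPM (SD, n = 3) at D30 to 46.4 ± 4.42 CPM at D60. A shift of clock phase as such and a change in amplitude were not tested. The labels and the methods of the study give the same collection hour for the ages, so a difference in the planned hour is not an explanation these data raise.

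In DD the target genes also stood apart, with a median of 2.10 at percentile 100 of matched lists. The phototransduction genes were at percentile 99.94, so genes of like expression did not rise to that extent in general. Both rest on the 4 LD and DD libraries. Lists of like expression cannot tell the phototransduction increase from a higher share of photoreceptor nuclei in the DD pull-downs, which was not tested. The methods of the study state no collection hour for the DD flies. A difference in hour from the LD flies is thus not excluded as a source of the clock gene difference.

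The LD and DD libraries differed more between replicates than the D20 libraries of the same table, although they were the deepest. The biological coefficient of variation, from which counting noise is removed, was compared with each library drawn down to 600000 counts. It was 0.485 within LD and 0.167 within DD, against 0.0778 within D20, so depth does not account for the difference from D20. The DD value was below those of D30 (0.187), D40 (0.197) and D50 (0.181), and above that of D60 (0.0320). Among the genes that this depth shows, DD thus did not stand apart from D30, D40 and D50, and LD did. Over the 6997 genes that passed the filter at full depth the DD value was 0.392. A candidate explanation is a small number of starting molecules copied many times. The genes with at least 50 counts in one replicate and none in the other, 27.8% in LD and 6.97% in DD, prompted that explanation and so cannot test it. At equal depth they came to 0.140% in LD and 0 in DD, but there the cut of 50 counts keeps only more abundant genes. The lower shares thus do not show that depth accounts for the shares at full depth. The explanation cannot be told apart from a mixed or otherwise deviating library, which was not tested.

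Replicate 1 of D30 and D40 stood apart on PC2. The contrasts below use the same counts, so for these 2 groups they describe that pattern and do not test it anew. With age in the model, 326 of 4209 genes differed between replicate 1 and the others in those 2 groups (150 higher and 176 lower), and 0 genes did for replicate 2 or 3, which had 54 and 70 genes at an unadjusted p-value under 0.05. With D50 added 14 genes differed, and with D50 and D60 added 0, with 489 at an unadjusted p-value under 0.05. D30 replicate 1 was the shallowest D30 library, but D40 replicate 1, with 836044 counts, lay between the other D40 libraries, so depth alone does not account for it. The correlation with gene span across genes was -0.197, just inside the bound of 0.2 set beforehand, so a part of length bias is not excluded. The size of that part was not tested. A shared preparation batch of those libraries is a hypothesis that the labels do not let be tested.

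Longer genes fell and shorter genes rose from D30 to D60. The median log2 fold change was 0.21 for 462 genes with a span under 2 kb and -0.29 for 235 genes over 50 kb, and Spearman's rho across genes between change and span was -0.18. It was negative in all 3 same-numbered pairs of libraries, from -0.194 to -0.0820. Across genes it was already -0.152 for D40 and -0.163 for D50 against the same D30 libraries. A length deviation of those D30 libraries would give alike values, so the likeness does not decide whether the pattern is one of age. The same rho was 0.135 for D30 against D20 and -0.138 for DD against LD. With offsets for length, 892 genes passed, 825 of them among the 960. A length effect shared by all D60 libraries, such as one of RNA quality, would look alike, so the pattern cannot be told apart from that explanation. The ribosomal protein genes are short, and were tested against it: their median of 0.62 was at percentile 100 of lists of like gene span and at percentile 100 of lists of like expression. Gene length may carry part of their increase, since length offsets lowered the median to 0.40 without removing it.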
